# Anc1, a Protein Associated with Multiple Transcription Complexes, Is Involved in Postreplication Repair Pathway in *S. cerevisiae*

**DOI:** 10.1371/journal.pone.0003717

**Published:** 2008-11-13

**Authors:** Rachel L. Erlich, Rebecca C. Fry, Thomas J. Begley, Danielle L. Daee, Robert S. Lahue, Leona D. Samson

## Abstract

Yeast strains lacking Anc1, a member of the YEATS protein family, are sensitive to several DNA damaging agents. The YEATS family includes two human genes that are common fusion partners with *MLL* in human acute leukemias. Anc1 is a member of seven multi-protein complexes involved in transcription, and the damage sensitivity observed in *anc1*Δ cells is mirrored in strains deleted for some other non-essential members of several of these complexes. Here we show that *ANC1* is in the same epistasis group as *SRS2* and *RAD5*, members of the postreplication repair (PRR) pathway, but has additive or synergistic interactions with several other members of this pathway. Although PRR is traditionally divided into an “error-prone” and an “error-free” branch, *ANC1* is not epistatic with all members of either established branch, and instead defines a new error-free branch of the PRR pathway. Like several genes involved in PRR, an intact *ANC1* gene significantly suppresses spontaneous mutation rates, including the expansion of (CAG)_25_ repeats. Anc1's role in the PRR pathway, as well as its role in suppressing triplet repeats, point to a possible mechanism for a protein of potential medical interest.

## Introduction

Understanding the role of all genes that function to provide resistance upon chemical exposure will provide a systems level view of how cells respond to changing environments, and an understanding of what happens to the cell and the organism when this system is impaired. Recently, we screened all of the non-essential yeast genes to identify those that provide resistance to DNA damaging agents [1], [2]. Based on the genes of known function whose deletion resulted in sensitivity, we identified several unexpected cellular processes that were overrepresented among damage sensitive mutants [1], [2]. RNA polymerase II (Pol II)-mediated transcription was among the many pathways that were significantly overrepresented [1], [2].

The product of the *ANC1* gene (also known as *TAF14* and *TFG3*) is a member of at least seven multi-protein complexes that have distinct but related cellular roles, the common theme being their involvement in RNA Polymerase II-mediated transcription. Anc1-containing complexes include two members of the RNA Pol II holoenzyme, TFIID and TFIIF, the chromatin remodeling complexes RSC, SWI/SNF, and INO80, the histone acetyltransferase complex, NuA3 and the transcriptional activation adapter complex Mediator. [3]–[9]. The sensitivity of *anc1*Δ *S. cerevisiae* strains to UV light, γ-irradiation the DNA alkylating agents methane methylsulfonate (MMS) and 4-nitroquinoline 1-oxide (4NQO), and to hydroxyurea (HU) was recently reported [1], [2], [8], [10]. How Anc1 promotes survival after exposure to DNA damage and replicative stress has not, until now, been explored.

The Anc1 protein contains a highly conserved YEATS domain that is present in three yeast (Yaf9, Anc1 and Sas5) and four human (ENL/MLLT1, AF9/MLLT3, GAS41 and YEATS2) proteins. Three of the four YEATS family human proteins are associated with the human mixed linkage leukemia gene: *MLL* gene fusions occur in ∼3% of AML (acute myeloid leukemia) and 8–10% of ALL (acute lymphoid leukemia) [11]. Both *ENL* and *AF9* are common translocation partners with *MLL* in these cancers, and GAS41 has been shown to interact directly with the product of the *AF10* gene, another *MLL* fusion partner [12]. Together, *ENL*, *AF9* and *AF10* fusions with *MLL* account for about 35% of spontaneous human acute leukemias with *MLL* gene fusions [11]. The function of the YEATS domain is still largely unknown, although it was recently reported that tagged ENL binds specifically to histones H1 and H3 via its YEATS domain [13]. Moreover, the wildtype MLL protein is a member of a large multiprotein complex that contains many members of the human TFIID and SWI/SNF transcription complexes. Similar to MLL, Anc1 is a member of yeast TFIID and SWI/SNF complexes, and is thus intriguingly similar to MLL itself [14]. This, along with the fact that Anc1 and several of *MLL*'s leukemogenic fusion partners share the YEATS domain makes Anc1 a particularly interesting candidate for mechanistic analysis.

During DNA replication, template nucleotides that have been chemically modified or lack a base altogether frequently block advancement of the replication fork, and can even cause fork collapse. Unless a stalled replication fork is enabled to restart, the cell cannot properly complete DNA replication, resulting in cell cycle arrest and cell death. The post-replication repair (PRR) pathway, exemplified by the *RAD6* epistasis group in *S. cerevisiae*, employs a variety of mechanisms for restarting stalled replication forks. It is the least well characterized of the DNA repair pathways, and is generally divided into error-prone and error-free branches, although there is some disagreement as to the number and sub-branches therein [15]–[18]. The error prone branch employs specialized translesion DNA polymerases (i.e. Rev1, Pol ζ, Pol η) that individually, or in collaboration, allow replication past and beyond replication-blocking DNA lesions, usually in an error-prone manner. Such DNA lesion bypass enables continued replication, albeit at the cost of increased mutation, and renders the lesion available for subsequent DNA repair [19]. The error-free branch of PRR, still largely uncharacterized, competes with Rad52-mediated homologous recombination for substrates, and likely repairs these substrates by recombination between sister-strands, through either template strand switching or copy choice mechanisms [20]. The error-free branch of PRR is associated with a subset of the Rad6 epistasis group, including Rad6, Rad18, Srs2, Rad5, Ubc13 and Mms2 [18].

Rad6, an E2 ubiquitin conjugating enzyme, forms a heterodimer with Rad18, a ubiquitin ligase and single-strand DNA-dependent ATPase. Under appropriate conditions the Rad6/Rad18 heterodimer monoubiquitinates PCNA at lysine 164. PCNA thus modified activates the error-prone PRR pathway by recruiting translesion polymerases to the replication fork [21], [22]. Alternately, monoubiquitinated PCNA can serve as a substrate for polyubiquitination by the Rad5/Mms2/Ubc13 complex, leading to activation of the error-free pathway instead [21], [22]. Like Rad18, Rad5 is a single-strand DNA-dependent ATPase. Rad5 appears to play a complex role in these pathways, with evidence for its participation in error-prone translesion synthesis, and at least one putative branch of the error-free pathway, although its primary role is considered to be in the error-free branch [15], [17], [18], [23], [24]. It has recently been shown to have a specialized helicase activity for replication fork regression that may be important for template switching [25]. Srs2 (“*S*uppressor of *R*ad*6*”), a DNA-dependent ATPase and helicase, strips Rad51 from single-stranded DNA, preventing Rad51 from sequestering the DNA for homologous recombination, and allowing PRR pathway members to access the substrate, directing to toward synthesis-dependent strand annealing instead [26], [27]. Thus, Srs2 acts as the gatekeeper to all of postreplicative repair, although it only suppresses damage-induced sensitivity and mutagenesis in mutants of the error-free branch of PRR [28].

In this study we investigate the basis of *anc1*Δ's sensitivity to alkylating agents. We show that *ANC1* defines a new branch in the PRR pathway, one that is error-free, promotes cell survival in the presence of DNA damaging agents, and suppresses both induced and spontaneous mutation, including the expansion of CAG triplet repeats.

## Results

### Analysis of Anc1-containing complexes

As discussed earlier, Anc1 is a member of several RNA Pol II-related multi-protein complexes, namely TFIID, TFIIF, RSC, SWI/SNF, INO80, NuA3 and Mediator. Given these associations, we set out to determine whether the role of Anc1 in providing alkylation resistance could be assigned to one or more of these complexes, bearing in mind that Anc1 might provide resistance independently of these complexes. We therefore checked the sensitivity of mutants deleted for the non-essential members for each complex. We reasoned that if deletion mutants for other members of a particular protein complex share *anc1*Δ's damage sensitivity profile, this would pinpoint the complex via which Anc1 helps cells survive after chemical damage.

Using data from our genome-wide DNA damage sensitivity phenotyping screen, the non-essential members of Anc1's constituent complexes were checked for MMS, 4NQO and UV sensitivity [1], [2] (Figure S1). For two of the seven Anc1-containing complexes, namely TFIID and TFIIF, Anc1 is the only non-essential member, so these complexes could not be interrogated. Of the five complexes containing non-essential members in addition to Anc1, four have a majority of subunits that, when deleted, share *anc1*Δ's sensitivity to MMS, 4NQO or UV; these are Mediator, SWI/SNF, INO80, and RSC excluding only NuA3 (Figure S1). The damage sensitivity of strains deleted for several subunits in four out of five complexes demonstrates that the role of Anc1 in survival after DNA damage is likely to be tied to the functions of at least four of its protein complexes.

### Alkylation damage induces cell cycle arrest in Anc1 deficient cells

Many cell cycle-related genes are critical for survival after alkylation damage; indeed, ∼45% of known cell cycle regulation genes were found to be MMS sensitive in our genome-wide screen for genes involved in damage resistance [2]. Strains mutated in genes that are necessary for the Mec1-mediated DNA damage checkpoint (i.e. *MEC1*, *RAD53, RAD9, RAD17, RAD24*) are more sensitive to killing by MMS than wildtype strains [29], [30]. Given the sensitivity of the *anc1*Δ strain to MMS and 4NQO damage, it seemed plausible that their sensitivity may be due their failure to arrest in response to DNA damage [31]. To assess the effect of Anc1 on the Mec1-mediated DNA damage checkpoint, we analyzed cell cycle progression in wild-type and *anc1*Δ yeast cultures in the presence of MMS [30] (Figure 1).

**Figure 1:**
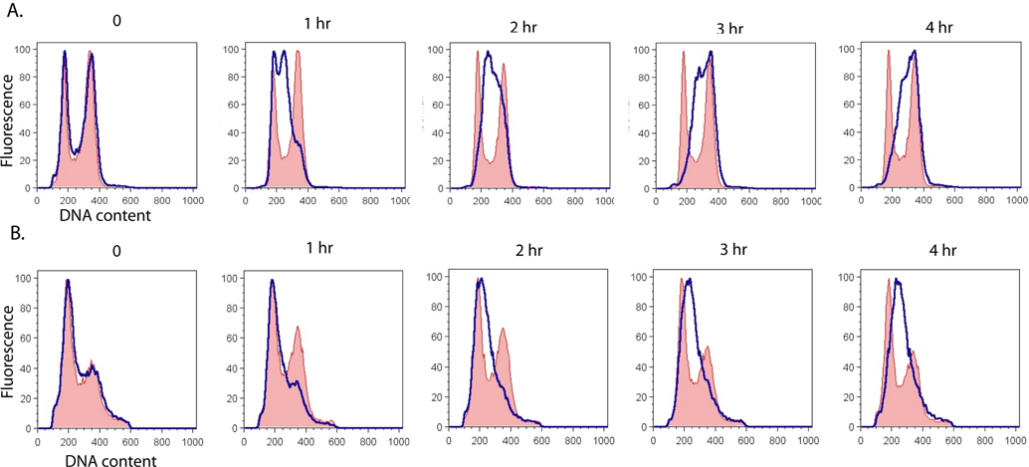
Cell cycle distribution of wildtype and *anc1*Δ asynchronous cells before and after MMS exposure. A. WT cells, B. *anc1*Δ cells. When log-phase growing cells in YPD reached an OD(600) of 0.2, MMS was added to half of the cells at a concentration of 0.015%, and aliquots were removed at the indicated times to monitor cell cycle distribution by flow cytometry. Profiles of untreated cells are shown in red shading, and profiles of treated cells are shown with a blue trace.

As previously shown, a moderately toxic dose of MMS (0.015%) induced a Mec1-dependent S-phase arrest in wildtype *S. cerevisiae* [30]. The 0.015% dose of MMS used in this experiment causes minimal killing in wildtype and only moderate killing in *anc1*Δ strains (Figures 2, 3 and 4). Although *anc1*Δ strains grow more slowly than wildtype [32], the MMS-induced S-phase arrest is clearly observed in both the wildtype and *anc1*Δ strains (Figure 1); it is important to note that no such arrest is observed in *mec1*Δ *-1*, *rad53*Δ, *rad9*Δ, *rad17*Δ and *rad24*Δ [29], [30]. Interestingly, even when arrest is induced in several of these deletion strains, it has been found that they do not undergo normal repair [33], [34]. However, *anc1*Δ cells take longer than wildtype to reach an arrested state, and also take longer to move through S phase (Figure 1). This lag may be a result of the following: (i) *anc1*Δ's slow growth rate; (ii) a slower release from the checkpoint; or (iii) a more strongly induced cell cycle arrest (Figure 1). Comparing the untreated cell cycle profiles of *anc1*Δ and wildtype, we observed that *anc1*Δ cells spend much longer in G1 than do wildtype cells, presumably contributing to their slow growth phenotype (Figure 1). The reason for a prolonged G1 in *anc1*Δ cells is unclear, but may be linked to a role for Anc1 either in leaving G1 or in starting S phase. What does seem clear is that the sensitivity of *anc1*Δ cells is not due to a complete failure to arrest at the Mec1-mediated DNA damage checkpoint, although there does seem to be a delay in triggering this S-phase checkpoint [29].

**Figure 2:**
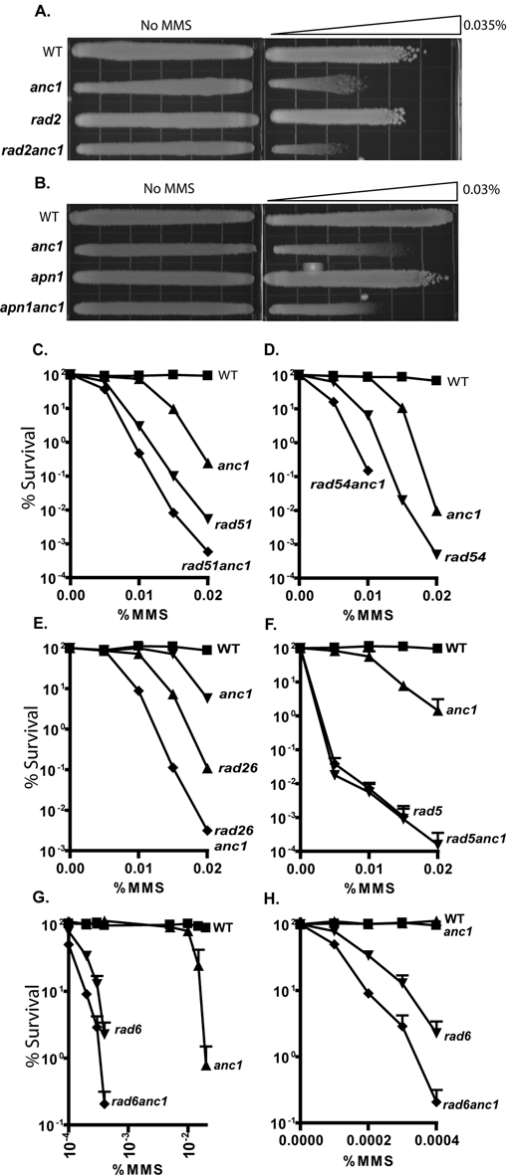
Epistasis analysis of *ANC1* in known DNA repair pathways. Survival after chronic MMS treatment for: A. YPD gradient plate with maximum dose 0.03% MMS, B. YPD gradient plate with maximum dose 0.035% MMS, C. WT (▪), *anc1*Δ (▴), *rad51*Δ (▾), *rad51anc1*Δ (♦). D. WT (▪), *anc1*Δ (▴), *rad54*Δ (▾), *rad54anc1*Δ (♦), E. WT (▪), *anc1*Δ (▴), *rad26*Δ (▾), *rad26anc1*Δ (♦), F. WT (▪), *anc1*Δ (▴), *rad5*Δ (▾), *rad5anc1*Δ (♦). Log-phase cells were diluted and plated on freshly poured MMS-containing YPD-agar plates or onto control plates with no MMS. Colonies were allowed to grow at 30°C for 2–5 days before counting. At least two replicates were counted per trial. Serial dilution and gradient plate replicates available in Figure S2.

**Figure 3:**
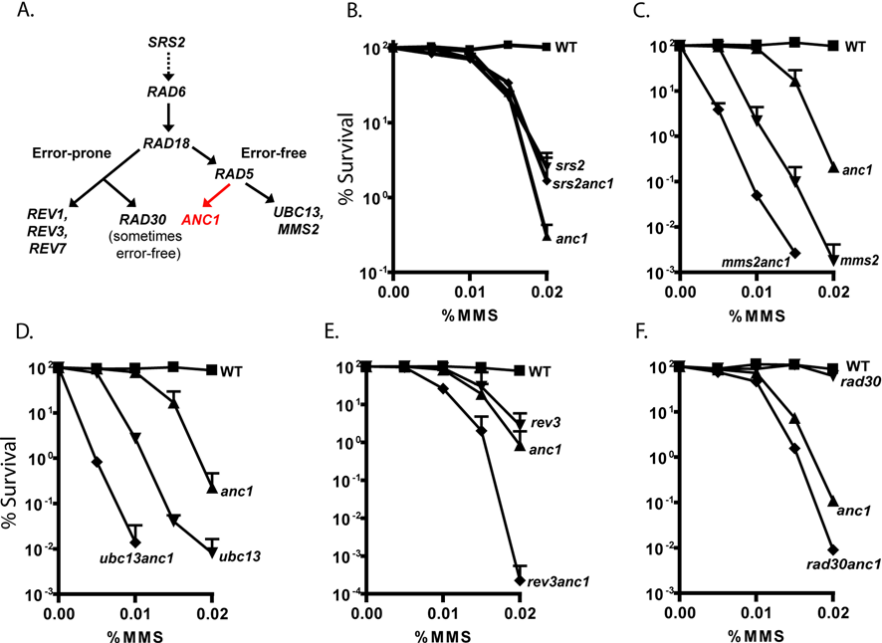
Epistasis analysis of *ANC1* with PRR pathway members. A. Genetic relationships within the PRR pathway in yeast. Epistasis was determined by sensitivity of mutants to damaging agents. *srs2*Δ only suppresses the damage sensitivity of *rad5*Δ, *ubc13*Δ and *mms2*Δ mutants (modified from Ulrich, 2006). Survival after chronic MMS treatment for: B. WT (▪), *anc1*Δ (▴), *srs2*Δ (▾), *srs2anc1*Δ (♦), C. WT (▪), *anc1*Δ (▴), *mms2*Δ (▾), *mms2anc1*Δ (♦) D. WT (▪), *anc1*Δ (▴), *ubc13*Δ (▾), *ubc13anc1*Δ (♦), E. WT (▪), *anc1*Δ (▴), *rev3*Δ (▾), *rev3anc1*Δ (♦) F. WT (▪), *anc1*Δ (▴), *rad30*Δ (▾), *rad30anc1*Δ (♦). We made several attempts to create a *rad18anc1*Δ strain for epistasis analysis, but were unable to produce the double mutant by either mating or recombination, even in the presence of a covering plasmid bearing an intact *RAD18*. Log-phase cells were diluted and plated on freshly poured MMS-containing YPD-agar plates or onto control plates with no MMS. Colonies were allowed to grow at 30°C for 2–5 days before counting. Results are average of at least 2 replicates, error bars = SD, except in F.; gradient plate replica for F. in Figure S2. We were unable to create a *rad18anc1*Δ double mutant by either mating or transformation, even with Rad18 expressed from a covering plasmid during transformation.

**Figure 4:**
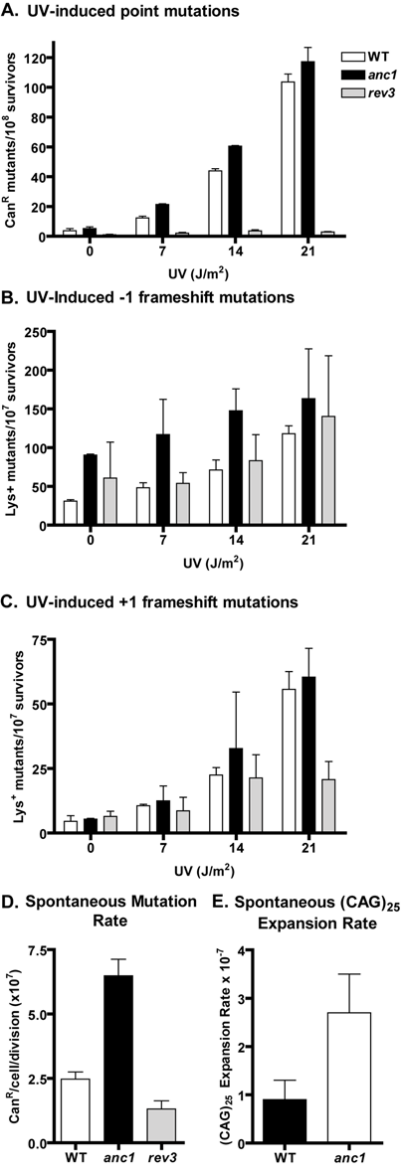
UV-induced point and frameshift mutagenesis and spontaneous mutagenesis. A. Induced point mutagenesis in BY4741 background: wildtype, *anc1*Δ and *rev3*Δ cells were exposed to UV doses as indicated. Results are mean of two replicates, +/−SD. B. and C. Induced frameshift mutagenesis in CG379-A_12_ and CG379-A_14_ backgrounds: WT and *anc1*Δ frameshift reversions to a functional Lys2 gene. Cells were exposed to UV doses as indicated. Results are mean of two replicates, +/−SD. D. Spontaneous point mutagenesis, +/−SD, measured as described in Materials and Methods. E. Spontaneous expansion in (CAG)_25_ repeats, +/−SD, measured as described in Materials and Methods.

### Epistasis of ANC1 with established DNA Repair pathways

To determine if *ANC1* functions within a canonical DNA repair pathway, we examined whether *anc1*Δ could be assigned to established DNA repair epistasis groups, namely nucleotide excision repair (here represented by *rad2*Δ), base excision repair (*apn1*Δ), homologous recombination (*rad51*Δ, *rad54*Δ), transcription coupled repair (*rad26*Δ) or postreplicative repair (PRR) (*rad5*Δ and *rad6*Δ) (Figure 2, Figure S2). The MMS sensitivity of double mutant strains was compared to each of the single mutants as well as wildtype yeast. With the exception of *rad5anc1*Δ, the double mutants all showed additive or synergistic effects compared to the single mutants (Figure 2, Figure S2). The sensitivity of the *rad5anc1*Δ double mutant matches that of the *rad5*Δ single mutant, indicating that *ANC1* shares a genetic pathway with *RAD5*, a member of the postreplicative repair pathway (Figure 2F). *rad6*Δ strains are extremely sensitive to MMS, roughly 100X more sensitive than *anc1*Δ, so we used two sets of MMS doses to observe sensitivity in this epistasis test (Figures 3G and H). At the MMS doses to which *anc1*Δ cells begin to show sensitivity, the sensitivity of the *rad6*Δ and the *rad6anc1*Δ strains was so great that survival could not be measured. But, looking at MMS doses on a log scale, we observed an possibly epistatic relationship between *ANC1* and *RAD6* (Figure 2G). A closer examination of the extremely low MMS dose range where the survival of *rad6*Δ and *rad6anc1*Δ strains can be accurately measured may, however, reveal a synergistic relationship between these two genes (Figure 2H).

*RAD5* is known to belong to the error-free branch of PRR, although studies have shown an additional role for Rad5 in the error-prone branch of the pathway [15], [23], [35]. *RAD5* has a complex relationship with other members of the error-free branch of PRR: the *rad5mms2*Δ double mutant has an additive effects for UV or MMS induced cytotoxicity compared to the single mutants [16], and Mms2/Ubc13-dependent and -independent roles for Rad5 have recently been described [15]. *RAD6*, on the other hand, operates upstream of the branching between the error-prone and error-free pathways (Figure 3A).

After establishing *ANC1's* genetic relationship with *RAD5* and *RAD6*, we assayed the epistasis between *ANC1* and other members of the PRR pathway, namely *SRS2*, *MMS2*, *UBC13*, *REV3*, and *RAD30* (Figure 3). The genetic relationships between the genes in the PRR pathway and the number of branches therein are a subject of some disagreement, but the pathway is generally divided into error-prone and error-free branches [15]–[18] (Figure 3A). Like *RAD5*, *SRS2* was also found to be in the same genetic pathway as *ANC1*, with the *srs2*Δ mutation suppressing the MMS sensitivity of *anc1*Δ (Figure 3B). The suppression of *anc1*Δ sensitivity in the *srs2anc1*Δ double mutant is consistent with earlier observations that the *srs2*Δ deletion suppresses the MMS sensitivity of several mutants in the error-free branch of the postreplicative repair pathway, including *rad5*Δ, *ubc13*Δ and *mms2*Δ [28], [36]. These data support the hypothesis that Anc1 functions in the error-free branch of postreplicative repair, downstream of Srs2.

Epistasis analysis of *ANC1* with *RAD18* was not carried out because we were unable to create a *rad18anc1*Δ double mutant by either mating or transformation, even with Rad18 expressed from a covering plasmid during transformation. The defective alpha-factor response and sporulation of *anc1*Δ have been previously noted [32]. Mutants for two other error-free pathway components, *MMS2* and *UBC13*, showed a synergistic pattern of sensitivity to MMS when combined with the *ANC1* mutation (Figure 3C, D). From this we infer that Anc1 might act on the same type of damage as Mms2/Ubc13, but through a different pathway. The epistasis of *ANC1* with *RAD5* does not help us determine to which branch of PRR it belongs, as *RAD5* has a role in the error-prone as well as the error-free pathway. *SRS2, MMS2* and *UBC13* are all characterized members of the error-free branch, and given the epistasis of *ANC1* with *SRS2*, but synergistic relationship with *MMS2* and *UBC13*, the role of *ANC1* in PRR does not fit into the canonical error-free branch.

Because *ANC1* is synergistic rather than epistatic with the *MMS2* and *UBC13* members of the error-free branch of the PRR pathway, we determined whether *ANC1* lies in the error-prone pathway [37]. We analyzed the alkylation sensitivity of *anc1*Δ in combination with *rev3*Δ or *rad30*Δ, mutants in two translesion DNA polymerases involved in PRR: *REV3* (with *REV7*) encodes DNA polymerase ζ, an error-prone polymerase, and *RAD30* encodes polymerase η, a polymerase that is sometimes characterized as error-prone, and sometimes as error-free depending on the type of lesion being bypassed [38]. The *rev3anc1*Δ double mutant showed an additive MMS-sensitivity phenotype relative to the single mutants, indicating that Anc1 probably lies in a non-overlapping pathway with Rev3 (Figure 3E). The *rad30anc1*Δ double mutant, however, appeared to have synergistic sensitivity when compared to the sensitivities of the single mutants, possibly indicating a partially overlapping function between Rad30 (Pol η) and Anc1 (Figure 3F). Thus, with respect to its genetic pathway, *ANC1* appears to be independent from both the error-prone and error-free branches of postreplicative repair. Taken together, from the lack of epistasis between *ANC1* and error-free branch members *UBC13* and *MMS2*, and from the lack of epistasis with error-prone branch members *REV3* and *RAD30*, we infer that *ANC1* functions in a genetic pathway that is independent from the two established branches, and therefore, may define a new branch of PRR (Figure 3A).

Given Anc1's presence in several transcriptionally-important complexes (Figure S1), it seems possible that Anc1's interaction with the genes of the postreplicative repair pathway may take place on a transcriptional level. 

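Total RNA from 3 independent colonies of each strain, grown into log phase in rich medium without MMS, was hybridized to Affymetrix YG-S98 arrays, with 1 array per colony. The strains were wildtype and anc1Δ, which lacks the gene for Anc1 (Taf14), a subunit of TFIID, TFIIF, RSC, SWI/SNF, INO80, NuA3 and Mediator. The authors normalized the arrays with RMA, which corrects for background, brings the arrays to one distribution and summarizes the probes of each probe set. The deposited values are RMA intensities on a linear scale for 9335 probe sets, and their log2 was taken here with no further normalization. Which arrays entered that normalization together is not given in the sources used here. After 60 control probe sets were left out, 9275 were tested, of which 6504 carried the name of a single gene. A gene was read from its brightest probe set, which gave 5656 genes. The median intensity lay between 106 and 109 on the wildtype arrays and between 104 and 105 on the anc1Δ arrays. The SD of the log2 intensity between the 3 arrays of a strain was 0.17 for the median probe set in wildtype and 0.11 in anc1Δ. The strains were compared with limma, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5. Present and absent calls, by which the authors removed transcripts, were not used here. The number of arrays limits the precision, and with 3 against 3 an exact permutation test cannot give a p below 0.1. Arrays of MMS-treated cells from the same series took part in choosing the brightest probe set and may have shared the normalization, and are otherwise described after the article.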

To determine whether Anc1 has an effect on the transcription of genes involved in PRR, we isolated total RNA from wildtype and *anc1Δ* cells, and assayed the transcriptional levels of the PRR genes using Affymetrix microarrays (Table 1). This analysis demonstrated that none of the PRR pathway members had significant changes in expression between the wildtype and *anc1Δ* strains, but that, as expected, the expression level of *ANC1* itself was considerably and significantly lower in the *anc1Δ* strain than in wildtype (Table 1).

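ANC1 fell to near the floor of the arrays in anc1Δ cells, and none of the 8 PRR genes of Table 1, each read from its brightest probe set, differed between the strains by as much as 1.5-fold. ANC1 (TAF14, YPL129W) had an RMA intensity of 285 ± 62.9 (SD, n = 3) in wildtype and 10.4 ± 4.67 (SD, n = 3) in anc1Δ. Of the PRR genes, 3 had a higher mean in anc1Δ and 5 a lower mean.
RAD6 (YGL058W) and RAD18 (YCR066W) encode the ubiquitin-conjugating enzyme and the ubiquitin ligase at the head of the pathway. The intensity of RAD6 was 251 ± 28.0 in wildtype and 200.1 ± 5.03 in anc1Δ, and that of RAD18 was 59.4 ± 6.06 and 59.1 ± 4.31 (SD, n = 3). MMS2 (YGL087C) and UBC13 (YDR092W) encode the partners that extend the ubiquitin chain on PCNA, together with RAD5 (YLR032W). MMS2 measured 639.7 ± 42.5 in wildtype and 853 ± 40.8 in anc1Δ (SD, n = 3). UBC13, the brightest of the PRR genes, measured 1233 ± 162 and 1204 ± 86.3, and RAD5 97.3 ± 20.6 and 77.7 ± 6.70 (SD, n = 3). SRS2 (YJL092W), which encodes a DNA helicase, measured 245 ± 11.1 in wildtype and 183 ± 10.5 in anc1Δ (SD, n = 3). The translesion synthesis genes REV1 (YOR346W) and REV3 (YPL167C) gave 105 ± 16.9 and 39.5 ± 4.81 in wildtype, and 109 ± 7.85 and 50.3 ± 8.22 in anc1Δ (SD, n = 3). In RAD6, MMS2 and SRS2 the 3 arrays of one strain all lay on one side of those of the other, which chance gives in 10% of genes with 3 arrays against 3.

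**Figure D1:**
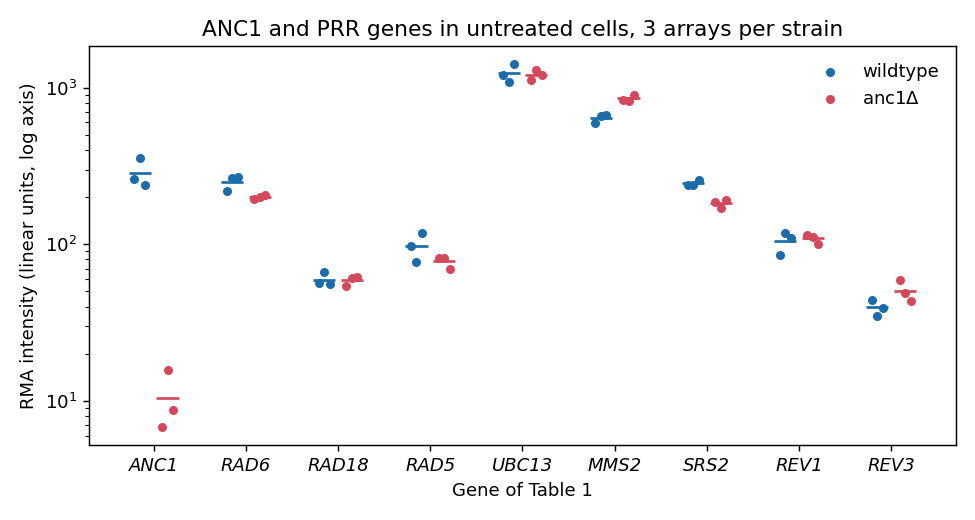
RMA intensity (log axis) of ANC1 and the 8 PRR genes of Table 1 in untreated wildtype and anc1Δ cells. Each point is 1 of 3 arrays and each line is the mean of a strain. Each gene is read from its brightest probe set. The mean of ANC1 is 285 in wildtype and 10.4 in anc1Δ, and the strain means of each PRR gene differ by at most 1.34-fold.

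No PRR gene was called by limma or by the LPE test, and 4 of the 8 had an unadjusted p under 0.05 from limma. A true change of 1.5-fold can be missed, in part because it lies at the fold limit itself: of simulated changes of that size, 31.9% were called and 50.1% passed on adjusted p alone, against 91.9% of 2-fold changes. The simulation changed 200 of 9275 probe sets, where 2064 were called here, and took its spread from all 4 groups of the series. Both shift these shares, so that they do not give the sensitivity for the PRR genes. Having raised the possibility that Anc1 interacts with the PRR genes at the level of transcription, the paper concludes from these arrays that none of them changed significantly and that ANC1 itself was lower.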

**Table 1:** Difference in gene expression between PRR members and *ANC1.*

Genes of Interest	Representative Public ID	WT/*anc1* Fold Change	Adjusted p-value
*ANC1*	YPL129W	28.63	0.00*
*RAD6*	YGL058W	1.25	0.08
*RAD18*	YCR066W	1.00	0.76
*RAD5*	YLR032W	1.24	0.39
*UBC13*	YDR092W	1.02	0.97
*MMS2*	YGL087C	1.34	0.18
*SRS2*	YJL092W	1.34	0.16
*REV1*	YOR346W	1.05	0.95
*REV3*	YPL167C	1.27	0.37

* p-value is significant.

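The log2 change of ANC1 in anc1Δ was -4.84 (SE 0.29, 95% confidence interval -5.51 to -4.17, adjusted p = 1.33e-05 from limma). Its level in anc1Δ, at percentile 6.93 of the probe sets, lies near the floor, so that the size of the change and its interval depend on the background of the arrays. All of its 3 anc1Δ arrays lay below the wildtype arrays (exact permutation test, two-sided, p = 0.1, the smallest that 10 splits allow). The largest changes among the PRR genes were a log2 change of -0.42 in SRS2 and of 0.42 in MMS2, both of the error-free branch. The 95% interval was -0.66 to -0.19 for SRS2 and 0.18 to 0.66 for MMS2.
Their adjusted p from limma was 0.0124 and 0.0141, and 0.0151 for each when adjusted over the list alone, so that both passed the criterion on p but not that on fold, and MMS2 no longer passed it on p with the replicate block (0.0508) or without anc1 untreated replicate 3 (0.0674). The other 5 probe sets of SRS2 gave log2 changes of -1.05 to -0.17, and 2 of them passed 1.5-fold (-1.05 and -0.68). RAD6 had a log2 change of -0.32 (SE 0.12, adjusted p = 0.0548 from limma) and RAD5 of -0.31 (SE 0.16, adjusted p = 0.171). REV3 had a log2 change of 0.34 (SE 0.15, adjusted p = 0.0999). RAD18, UBC13 and REV1 had log2 changes of -0.01, -0.03 and 0.07, with adjusted p of 0.976, 0.875 and 0.711. The sign of RAD18 and of UBC13 turns when each array is centred on its median again (0.0383 and 0.0147), and other settings turn RAD18 and REV1 as well.
Over the 8 PRR genes, each read from its brightest probe set, the 95% intervals reach no further than a 1.61-fold difference, in REV3. This bound does not cover the other probe sets of SRS2, of which 1 changed by -1.05. With the LPE test, the adjusted p was 3.70e-98 for ANC1, 0.0807 for RAD6, 0.159 for SRS2, 0.178 for MMS2, 0.389 for RAD5 and 0.367 for REV3. RAD18, UBC13 and REV1 had LPE adjusted p of 0.751, 0.974 and 0.948.
Outside Table 1, 4 further genes of PRR and translesion synthesis were measured, and 2 of them were lower in anc1Δ. POL30, which encodes PCNA, changed by -1.03 (adjusted p = 0.000747 from limma) and POL32, of DNA polymerase delta, by -0.62 (adjusted p = 0.00569), while RAD30 (-0.41) and REV7 (-0.42) were not called. POL32, RAD30 and REV7 lie near the floor, at percentiles 10.4, 14.7 and 4.00 in anc1Δ, which leaves the size of their changes uncertain. POL30 is also one of 21 G1/S genes, of which 8 were lower, none was higher and 13 did not pass (median -0.50, camera adjusted p = 0.0204, and adjusted p = 0.556 with an estimated correlation).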

### Induced and spontaneous mutagenesis in *anc1*Δ cells

As discussed, PRR has been divided into “error-prone” and “error-free” branches. When the error-prone pathway is impaired, cells become refractory to spontaneous and damage-induced mutagenesis; when the error-free pathway is impaired, cells become, if anything, more susceptible to damage-induced mutagenesis. Given that *ANC1* is not epistatic with all members of the error-free branch of postreplicative repair, it was important to determine whether *ANC1* acts in an error-free or error-prone pathway with respect to mutagenesis.

Yeast lacking Anc1 were assayed for both frameshift and point mutations as previously described [22], [39]–[41]. Disruptions of the *CAN1* gene, as monitored by canavanine resistance, detected predominantly point mutations (although deletions, duplications and gross chromosomal rearrangements can also disrupt *CAN1*) [40] Frameshift mutations were monitored by reversion of the *lys2* A_12_ and A_14_ alleles containing mononucleotide runs of adenines [39]. Functional *LYS2* is only expressed after a −1 or +1 frameshift mutation in *lys2* A_12_ and *lys2* A_14_, respectively [39]. Rev3 is a well-characterized member of the error-prone branch of PRR, and is used here as a positive control for monitoring the phenotype associated with a deficiency in an error-prone pathway (Figure 4).

*ANC1* deleted cells were slightly more sensitive than wildtype yeast to UV-induced point mutations and −1 framshift mutations; in contrast, UV-induced +1 frameshift mutations were similar between *anc1*Δ and wildtype. (Figure 4A, B, C). At the *CAN1* locus *rad5*Δ has been observed to result in a slight increase in UV-induced point mutagenesis compared to wildtype, although the induced mutagenesis in *rad5*Δ strains has been previously characterized as being very dependent on the mutational target being assayed [15], [42], [43]. This is consistent with the slight increase in induced mutagenesis observed in our *anc1*Δ strain at the *CAN1* locus (Figure 4A). In contrast, the *rev3*Δ deleted strain is refractory to UV-induced point mutations compared to both wildtype and *anc1*Δ strains (Figure 4A). Thus, *anc1*Δ's sensitivity to damage-induced mutagenesis is consistent with Anc1 acting in an error-free rather than an error-prone pathway.

Previous studies have shown an increase in spontaneous mutation rates among mutants in the error-free branch of PRR, and a decrease in the spontaneous mutation rate among mutants in the error-prone branch [17], [37], [44]. Here we show that the deletion of *ANC1* results in an increased frequency of spontaneous -1 frameshift mutations (Figure 4B), and also in an increased spontaneous base pair substitution mutation rate compared to wildtype (Figure 4D). Note that the *rev3*Δ control displays a decreased spontaneous base pair substitution mutation rate compared to wildtype. Thus, in terms of both induced and spontaneous mutation, the newly defined Anc1 branch of PRR is clearly error-free, protecting *S. cerevisiae* from both cytotoxicity and mutagenesis.

### Anc1 protects against trinucleotide repeat expansions

It was recently reported that gene deletion for several members of the error-free branch of the PRR pathway, including *RAD5* and *SRS2*, results in an expansion of CAG and CTG trinucleotide repeats (TNRs); expansion of such repeats have been associated with Huntington's disease and myotonic dystrophy [45]–[47]. In those studies, it was observed that the disease-associated TNRs, but not dinucleotide repeats or non-disease associated TNRs, are prone to expansion, but not contraction, in cells deficient in the error-free branch of the PRR pathway [45].

To determine whether Anc1 plays a role in limiting CAG expansions like other members of the error-free PRR pathway, an *anc1*Δ deletion was introduced into a strain containing a (CAG)_25_ construct, and assayed for CAG expansions as described [45]. Like other PRR members, *anc1*Δ displays a statistically significant (three-fold) increase in CAG expansions compared to wildtype (Figure 4E). This expansion is statistically indistinguishable from those in *rad5*Δ and *mms2*Δ strains, although it is considerably lower than the expansion observed for several other PRR mutants [45]. These data indicate that Anc1, like other members of the error-free PRR pathway, plays a role in preventing the expansion of CAG trinucletide repeat sequences.

## Discussion

Anc1 is known to directly interact with the catalytic protein subunits for six of the seven Anc1-containing multi-protein complexes, including TFIID, TFIIF, RSC, Ino80, SWI/SNF and NuA3 9, 48, 49. Of the six subunits with which Anc1 directly interacts, Sth1, Ino80 and Snf2 are DNA-dependent ATPases/helicases with sequence similarity to the SNF2 family of DNA-dependent ATPases [9], [50], [51]. The other three catalytic subunits are Tsm1 and Tgf1 that are both involved in general transcription initiation, and Sas3, the catalytic subunit of NuA3 that acetylates histone H3 [9]. Given the interaction between Anc1 and the catalytic domains of nearly all of its component complexes, plus the putative interaction between histones and the Anc1 YEATS domain, it seems likely that Anc1 acts as a regulatory adapter between chromatin and the complexes that act upon it [9], [13]. The damage sensitivity of cells mutant in individual components of so many of these complexes suggests that Anc1 is involved in regulating transcription, chromatin remodeling, and as reported here, PRR, upon exposure to DNA damaging agents.

The *ANC1* transcript belongs to a minority of yeast transcripts that contain a splice site. It was recently reported that *ANC1* mRNA splicing is regulated by Cdc40, a protein involved in controlling cell cycle progression [31]. In the absence of *CDC40*, cells arrest in G2/M, and the addition of intronless *ANC1* cDNA only partially mitigates this arrest [31], [52] indicating that Cdc40 may have other splicing targets in addition to the *ANC1* mRNA, or may have yet another function. The slow transition out of G1 that we observed in *anc1*Δ cells is also observed in *cdc40*Δ cells [52], [53], and like *anc1*Δ, *cdc40*Δ mutants are sensitive to a variety of DNA damaging agents, including hydroxyurea, MMS, 4NQO and UV [2], [53]. However, the sensitivity of *cdc40*Δ cells to MMS or HU is not suppressed when intron-less *ANC1* cDNA is expressed [53]. Of relevance to this study, a temperature sensitive allele of *cdc40*Δ was shown to be epistatic to an allele of *rad6*Δ in terms of MMS sensitivity during log phase growth, although neither allele was characterized as being null [54]. Since a correctly spliced *ANC1* transcript does not suppress the MMS or HU sensitivity of *cdc40*Δ cells, we must conclude that Cdc40 has another function in allowing cells to survive after DNA damage that is independent from *ANC1* transcript splicing. Like *ANC1*, *UBC13* and *MMS2* are intron-containing genes in the PRR pathway [55]. Given the observed epistasis between alleles of *cdc40*Δ and *rad6*Δ after MMS treatment [54], and the failure of the correctly spliced *ANC1* transcript to complement a *cdc40*Δ mutant's damage sensitivity [53], it is worth exploring whether Cdc40 mediates the splicing of the *MMS2* and/or *UBC13* transcripts as well.

Several pieces of evidence support a role for Anc1 in the PRR pathway. Based on the suppression of *anc1*Δ's sensitivity by *srs2*Δ, *ANC1* can be placed genetically downstream of *SRS2*, as was previously observed for other members of the error-free PRR pathway [28], [35], [36]. *ANC1* also shares a genetic pathway with *RAD5*, a downstream member of the error-free pathway and possibly with *RAD6*, which lies between *SRS2* and *RAD5* in the genetic model of the PRR pathway (Figure 3A). The synergism observed at low MMS doses between *rad6*Δ and *anc1*Δ may imply a role for Anc1 that is partially parallel to that of Rad6, possibly indicating that Anc1 is involved in one of the several functions of Rad6. The lack of epistasis between *ANC1* and other error-free branch members *MMS2* and *UBC13* provides evidence for a new, Mms2/Ubc13 independent branch of the PRR pathway. Given that we were unable to create a *rad18anc1*Δ double mutant by mating or transformation, even in the presence of a covering plasmid bearing an intact *RAD18*, we do not yet know whether Rad18 also plays a role in the new pathway defined by Anc1; however, since no Rad6-independent role for Rad18 has been described, it seems likely that Rad18 also plays a role in the Anc1-branch of PRR.

Two types of mutagenesis data indicated that the Anc1-containing branch of the PRR pathway deals with DNA damage in an error-free manner. First, the *ANC1* deletion, similar to deletions for most members of the error-free PRR pathway [28], [43], causes an increase in both induced and spontaneous point mutation compared to wildtype. Second, *anc1*Δ mutants display a significant increase in the expansion of CAG tri-nucleotide repeats compared with wildtype, a trait that was recently identified in all of the tested members of the error-free branch of the PRR pathway, including *srs2*Δ and *rad5*Δ [45]. These mutagenesis data are consistent with a role for Anc1 in error-free PRR.

The role of Anc1 in PRR may be crucial for understanding the interaction of key players in the cellular response to DNA damage. Anc1 interacts physically with Mus81, a structure-specific endonuclease in the XPF family involved in cleaving stalled replication forks [56], [57]. Mus81 forms a heterodimer with Mms4 for its endonuclease activity, and deletions of either partner results in sensitivity to MMS and 4NQO [1], [2]. Mus81 is speculated to be involved with the PRR pathway (in addition to its better characterized role in homologous recombination) by means of its cleavage of the stalled replication forks that the PRR pathway acts upon [57]. Furthermore, there is genetic evidence in *S. pombe* that *srs2*Δ and *mus81*Δ are epistatic with respect to their MMS, UV and HU sensitivities [58], although in *S. cerevisiae* the *mms4srs2*Δ double mutant displays a synergistic effect compared with either of the single mutants after MMS or UV treatment, suggesting that their pathways may partially overlap [59] Having demonstrated the membership of *ANC1* in the error-free branch of PRR, it seems likely that the physical interaction between Mus81 and Anc1 relates to Mus81's cleavage function in PRR. The method by which Mus81 recognizes its substrates is not well understood, but it seems possible that Anc1, through its presumed interaction with histones [13], allows the Mus81 endonuclease access to sites where its cleavage will initiate the sister-strand recombination that drives error-free PRR.

Given the direct interaction between the YEATS domain of ENL with histones H1 and H3, and the interaction of Anc1 with the catalytic subunits of so many transcriptionally-important complexes [9], [13], it may be hypothesized that Anc1 acts as a DNA-damage mediated adapter between chromatin, transcription and PRR repair at or near sites of DNA damage. Since transcription generally continues through S-phase, while DNA is being replicated, the collision of the transcriptional machinery and stalled replication forks is thought to be a common event [60]. In recent years there has been considerable interest in the phenomena of transcription-associated mutation (TAM) and transcription-associated recombination (TAR), which characterize the mutagenesis and recombination that occur when the transcription and replication machineries collide [60]. Mediation of the interaction between these machineries by a common member (Anc1) of the transcription complexes is a possibility worthy of further exploration. It is possible that the new branch of postreplicative repair represented by Anc1 is responsible for mediating the repair of replication forks that have stalled as a result of the collision between transcription and replication machineries. Furthermore, the role of the human YEATS containing leukemia-associated proteins, ENL, AF9 and GAS41, in both the human post-replication repair pathway, and in polyglutamine expansions such as those associated with Huntington's disease is certainly worthy of further exploration, and may provide insight into the molecular basis of such disparate diseases as leukemia and Huntington's disease.

## Materials and Methods

### Yeast Strains and Media

Yeast strains used in this study are listed in Table 2. Yeast strains were grown in standard media, including YPD and synthetic complete (SC) medium. All strains are congenic with the BY4741 background (MAT*a his*3Δ*1 leu2*Δ*0 met15*Δ*0 ura3*Δ*0*), except for the spontaneous mutagenesis and the trinucleotide repeat assays as specified below in Induced and Spontaneous Mutagenesis Assays and Table 2. Double mutants were created by transformation of an *anc1*Δ::URA3 linear cassette into G418 resistant strains from the genome-wide deletion collection (Invitrogen-ResGen) [61], [62]. Homologous ends allowed the cassette to recombine into the endogenous location of *ANC1* [61]. Constructs were confirmed by PCR and/or DNA sequencing.

**Table 2:** Strains used in this study.

Strain	Genotype	Reference
*S. cerevisiae*		
BY4741	*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*	Brachmann et al. 1998
BY4741anc1	BY4741 *anc1Δ::URA3*	this study
BY4741rad2	BY4741 *rad2Δ::kanMX4*	Brachmann et al. 1998
BY4741rad2anc1	BY4741 *rad2Δ::kanMX4 anc1Δ::URA3*	this study
BY4741apn1	BY4741 *apn1Δ::kanMX4*	Brachmann et al. 1998
BY4741apn1anc1	BY4741 *apn1Δ::kanMX4 anc1Δ::URA3*	this study
BY4741rad51	BY4741 *rad51Δ::kanMX4*	Brachmann et al. 1998
BY4741rad51anc1	BY4741 *rad51Δ::kanMX4 anc1Δ::URA3*	this study
BY4741rad54	BY4741 *rad54Δ::kanMX4*	Brachmann et al. 1998
BY4741rad54anc1	BY4741 *rad54Δ::kanMX4 anc1Δ::URA3*	this study
BY4741rad26	BY4741 *rad26Δ::kanMX4*	Brachmann et al. 1998
BY4741rad26anc1	BY4741 *rad26Δ::kanMX4 anc1Δ::URA3*	this study
BY4741rad5	BY4741 *rad5:Δ:kanMX4*	Brachmann et al. 1998
BY4741rad5anc1	BY4741 *rad5Δ::kanMX4 anc1Δ::URA3*	this study
BY4741srs2	BY4741 *srs2Δ::kanMX4*	Brachmann et al. 1998
BY4741srs2anc1	BY4741 *srs2Δ::kanMX4 anc1Δ::URA3*	this study
BY4741rad6	BY4741 *rad6Δ::kanMX4*	this study
BY4741rad6anc1	BY4741 *rad6Δ::kanMX4 anc1Δ::URA3*	this study
BY4741mms2	BY4741 *mms2Δ::kanMX4*	Brachmann et al. 1998
BY4741mms2anc1	BY4741 *mms2Δ::kanMX4 anc1Δ::URA3*	this study
BY4741ubc13	BY4741 *ubc13Δ::kanMX4*	Brachmann et al. 1998
BY4741ubc13anc1	BY4741 *ubc13Δ::kanMX4 anc1Δ::URA3*	this study
BY4741rev3	BY4741 *rev3Δ::kanMX4*	Brachmann et al. 1998
BY4741rev3anc1	BY4741 *rev3Δ::kanMX4 anc1Δ::URA3*	this study
BY4741rad30	BY4741 *rad30Δ::kanMX4*	Brachmann et al. 1998
BY4741rad30anc1	BY4741 *rad30Δ::kanMX4 anc1Δ::URA3*	this study
CG379-A12	*MATα ade5Δ1 his7Δ2 leu2Δ3, 112 trp1Δ289 ura3Δ52 lys2::InsE-A12*	Tran et al., 1997
CG379-A14	*MATα ade5Δ1 his7Δ2 leu2Δ3, 112 trp1Δ289 ura3Δ52 lys2::InsE-A14*	Tran et al., 1997
CG379-A12anc1	CG379-A12 *anc1Δ::kanMX4*	this study
CG379-A14anc1	CG379-A14 *anc1Δ::kanMX4*	this study
CG379-A12rev3	CG379-A12 *rev3Δ::HIS3*	Rusyn et al. (in preparation)
CG379-A14rev3	CG379-A14 *rev3Δ::kanMX4*	Klapacz et al (in preparation)
BL035	*MATα trp1Δ ura3Δ52 ade2Δ ade8Δ hom3Δ10 his3Δ kpn1Δ met4Δ met13Δ leu2Δ*	Daee et al. 2007
BL035anc1	BL035 *anc1Δ::kanMX4*	this study

### Flow Cytometry

Log phase cells were washed twice in 50 mM Tris pH 7.8, resuspended in 50mM Tris pH 7.8 containing RNase A (1 mg/ml) and incubated at 37°C overnight. Cells were pelleted and resuspended in 55 mM HCl containing 5 mg/ml Proteinase K, incubated at 37°C for 30 min, washed once with 200mM Tris pH 7.5, 211 mM NaCl, 78mM MgCl_2_, then resuspended in the same buffer with 1mg/ml of propidium iodide before assaying by flow cytometry using a FACScan cytometer (Becton Dickinson) and CellQuest Pro software. Two independent assays were performed to confirm reproducibility, and analysis was performed using FlowJo software Version 6.4.7.

### Sensitivity of deletion strains to DNA damaging agents in the genome-wide screen

The sensitivity of every non-essential gene deletant in *S. cerevisiae* was previously determined [1], [2]. Relative sensitivity values were generated using a scoring scheme that allocated values of 4, 3, 2, or 1 depending on the concentration of agent where strain sensitivity was identified; 4 is allocated to the lowest, and 1 is allocated to the highest concentration of damaging agent in the plate. These values were allowed to accumulate in each replicate, and then they were summed across all replicates. For example, in replicate 1, strains sensitive to all concentrations of agents received a score of 10 (4+3+2+1), and this was summed over all 3 replicates for a final score of 30 (10+10+10). Damage-sensitive strains had scores that ranged from 30 (most sensitive) to 2 (least sensitive) [2]. All data is available at http://genomicphenotyping.mit.edu/newpages/source2.html.

### RNA Extraction

Three independent colonies of both wildtype and *anc1*::G418^R^ were grown overnight, then diluted and grown into log phase for 4–5 hours in YPD. RNA was extracted using Qiagen's RNeasy Mini Kit, checked for quality using an AgilentBioanalyzer and 20 ug of total RNA were hybridized using Affymetrix eukaryotic labeling protocols on Affymetrix YG-S98 microarrays (Cogenics, North Carolina).

### Analysis of Microarray Data

Repair proficient and deficient strains were analyzed in triplicate on YG-S98 arrays. Normalization was carried out using the Robust Multichip Average (RMA) algorithm [63]. Arrays were analyzed using Microarray Suite 5.0 to obtain Absent/Present calls and filtered for transcripts that were not expressed in any experiment. Differential gene expression was calculated using a dual filtering criteria; (1) an estimation of statistical significance through the Local Pooled Error test (LPE) [64] calculated using S-Plus Array Analyzer with an adjustment for false discovery rate calculation of p value of <0.05 (Benjamini Hochberg) and (2) a fold change (FC) limit of 1.5. 

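Beyond the PRR genes, most of the measured genes of mating, phosphate uptake, purine synthesis and the G2/M transition were lower in untreated anc1Δ cells. Of 5656 genes, 629 were higher and 699 lower in anc1Δ than in wildtype, 23.5% of the genes measured. Adjusted p alone, without the limit on fold, was passed by 2533 genes.
The a-specific genes are expressed in MATa cells and serve their mating. All 7 measured a-specific genes were lower, with a median log2 change of -2.61 (camera adjusted p = 1.35e-31, and adjusted p = 0.212 with an estimated correlation). Among them, BAR1, the protease that degrades alpha factor, changed by -3.77 and STE2, the alpha-factor receptor, by -3.58, with AGA2 at -2.61 and MFA2 at -2.18. Of 18 pheromone response genes, 12 were lower, none was higher and 6 did not pass the test (median -0.92, adjusted p = 1.09e-11, and adjusted p = 0.212 with an estimated correlation). FAR1, which arrests the cell cycle in G1 in response to pheromone, changed by -3.86, the agglutinin subunit gene AGA1 by -3.72, and SST2, which damps the pheromone signal, by -2.94.
Of 12 genes of phosphate uptake and storage, 10 were lower and 1 was higher (median -2.51, adjusted p = 1.20e-27, and adjusted p = 0.212 with an estimated correlation). SPL2 changed by -5.03, the acid phosphatase genes PHO5 and PHO3 by -3.52 and -2.67, and VTC3, of polyphosphate synthesis, by -2.58. Of 15 purine synthesis genes, 12 were lower and 3 did not pass (median -0.89, adjusted p = 1.64e-05, and adjusted p = 0.552 with an estimated correlation). Examples are ADE13 at -1.41, ADE6 at -1.19 and ADE3 at -0.87. Of 12 genes transcribed at G2/M, 7 were lower and 5 did not pass (median -1.13, adjusted p = 5.00e-05, and adjusted p = 0.552 with an estimated correlation), among them the cyclin gene CLB1 at -1.69, ALK1 at -1.66 and SWI5 at -1.47. The paper reports a longer G1 in untreated anc1Δ cells, and its share in the changes of G2/M and G1/S genes was not tested. Of 23 genes of ergosterol synthesis, 9 were lower and 14 did not pass (median -0.40, adjusted p = 0.0204, and adjusted p = 0.552 with an estimated correlation), with ERG28 at -0.95 and ERG2 at -0.88.
FAR1 and SPL2 lay near the floor in anc1Δ (percentiles 20.4 and 15.4), where the size of a change depends on the background. In these groups the counts were the same when adjusted over the list alone. Of the 49 lists tested, 17 passed at an adjusted p under 0.05 with camera's preset correlation between genes of 0.01, and 0 passed with the correlation estimated from these arrays, where 5 had an unadjusted p under 0.05.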

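Most of the measured genes of the heat shock response, of trehalose and glycogen metabolism and of the diauxic shift were higher in untreated anc1Δ cells than in wildtype. Of 19 heat shock genes, 12 were higher, none was lower and 7 did not pass (median log2 change 1.15, camera adjusted p = 1.44e-10, and adjusted p = 0.212 with an estimated correlation). The chaperone genes SSA4 and HSP26 changed by 2.78 and 2.70, HSP30 by 2.37 and SSA3 by 2.08. Of 15 genes of trehalose and glycogen metabolism, 10 were higher and 5 did not pass (median 1.33, adjusted p = 0.00158, and adjusted p = 0.552 with an estimated correlation), with the trehalose synthase genes TSL1 at 2.09 and TPS1 at 1.46, and the glycogen phosphorylase gene GPH1 at 1.59. Wildtype replicate 3 was lowest in TSL1 (989, 606 and 374 in wildtype replicates 1 to 3), and without it the median of the trehalose and glycogen list was 1.12 (adjusted p = 0.00021).
Of 20 genes of the diauxic shift, by which cells turn from fermentation to respiration, 15 were higher and 5 did not pass (median 0.93, adjusted p = 6.95e-09, and adjusted p = 0.552 with an estimated correlation). The hexose transporter gene HXT5 changed by 3.48 and PCK1, of gluconeogenesis, by 2.34. Of 23 respiratory chain genes, 7 were higher and 16 did not pass (median 0.50, adjusted p = 9.43e-05, and adjusted p = 0.212 with an estimated correlation), such as COX13 and QCR6, both at 0.89. The counts of these groups did not change when adjusted over the list alone. The paper reports slow growth of anc1Δ cells, and its share in the changes of these groups was not tested.
Among the genes of the complexes that hold Anc1, the 14 measured genes of TFIID lay between -0.42 and 0.47, and the TFIIF genes TFG1 and TFG2 at 0.20 and 0.11. In RSC 2 of 16 were lower (RSC58, -0.76, and ARP7) at a median of -0.44, and 10 passed on adjusted p alone, and in Mediator 1 of 25 was lower (MED1, -0.59). In SWI/SNF 1 of 11 was lower (ARP7, -0.69, with 1 also higher when adjusted over the list alone), in INO80 2 of 14 were higher and 1 was lower (ARP4, -1.20), and in NuA3 1 of 4 was lower (SAS3, -1.21).
The paper names 39 genes that were measured, and 6 of them were called, with 33 not passing. RAD2, an endonuclease of nucleotide excision repair, and INO80 were higher, at 0.68 and 0.72. SAS3 changed by -1.21 (adjusted p = 0.000127) and SAS5 by -0.74, and POL30 and ANC1 are the others. RAD52 and APN1, both at -0.58, lay just short of 1.5-fold. RAD2 no longer passed without anc1 untreated replicate 3 (0.57), and INO80 without wildtype untreated replicate 3 (0.57). RAD52 passed with the LPE test (-0.62), and also without wildtype untreated replicates 2 and 3 (-0.60 and -0.63) or anc1 untreated replicate 2 (-0.66), and APN1 without wildtype untreated replicate 1 or anc1 untreated replicate 1 (both -0.64) or anc1 untreated replicate 3 (-0.61).

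**Figure D2:**
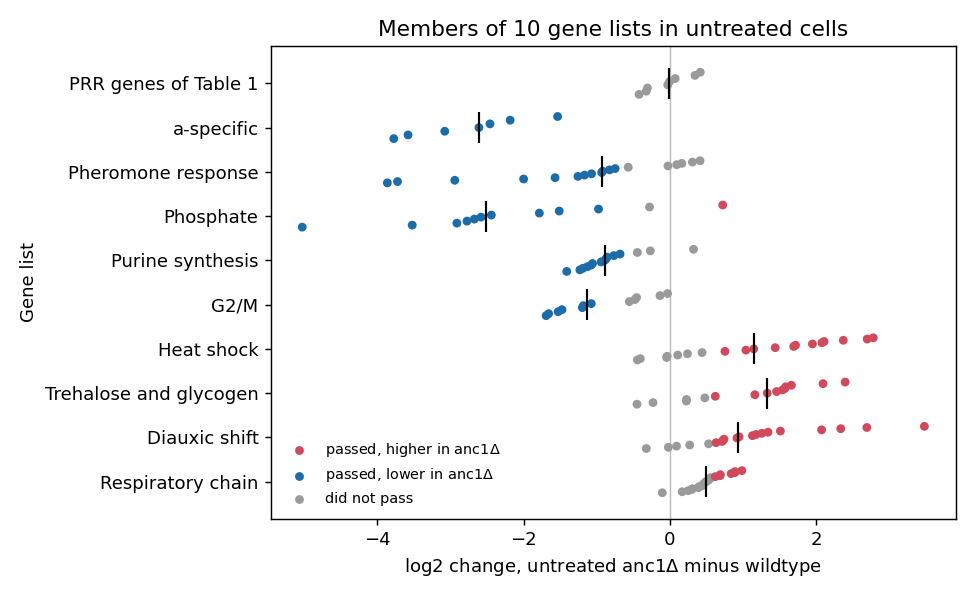
Log2 change of each member of 10 gene lists in untreated cells, anc1Δ minus wildtype. Each point is a gene, red where called higher, blue where called lower and grey where not called, and the vertical line is the median of the list. The a-specific genes all lie at or below -1.53, and most heat shock and diauxic shift genes lie above 0.

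The 3' to 5' ratio of the actin control probe sets, a sign of RNA integrity, was 1.74 to 1.85 on the anc1Δ arrays and 1.47 to 1.68 on the wildtype arrays, and so moved with all of these groups.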

The raw data files from this experiment have been submitted to the Gene Expression Omnibus Database (www.ncbi.nlm.nih.gov/geo), accession number GSE12150.

### Survival Curves/Epistasis Assays

Log-phase cells were diluted and plated on freshly poured MMS-containing YPD-agar plates or onto control plates with no MMS. Colonies were allowed to grow at 30°C for 2–5 days, depending on rate of growth for each strain, and survival was calculated by dividing the number of surviving colonies at a given MMS dose by the number of colonies that grew in the untreated sample. At least two replicates were counted per trial.

### Induced and Spontaneous Mutagenesis Assays

Yeast strains CG379-A_12_ and CG379-A_14_ from [39] revert by −1 and +1 frameshifts in *LYS2::InsE-A_12_ and LYS2::InsE-A_14_*, respectively, were used to measure frameshift mutation frequencies. These strains are isogenic with CG379 (*MAT*α *ade5*Δ*1 his7*Δ*2 leu2*Δ*3, 112 trp*Δ*289 ura*Δ*52*) [39]. Frameshifts were calculated by comparing the number of Lys^+^ revertants growing on Lys^−^ media to the number of colonies on a YPD control. Point mutation frequencies were measured in a BY4741 background. Canavanine-resistant mutations were measured on synthetic complete medium containing 0.004% (or 30 mg/liter) canavanine [40]. In the induced mutagenesis assay, UV doses of 0, 7, 14 and 21 J/m^2^ were administered using a UV Stratalinker 2400 (Stratagene). Cells were grown into log phase, then serially diluted and plated onto YPD or Canavanine containing plates before exposure to UV. Colony formation on YPD was used to calculate the total number of cells plated on canavanine-containing plates, for a final calculation of mutants per 10^7^ survivors.

In the spontaneous mutagenesis assay, forward mutations at *CAN1* were determined based on the protocol previously described in Glassner et al. [41]. Briefly, an overnight culture of each strain was diluted to 4000 cells/ml in 5mL of YPD in 10 cultures. The cultures were allowed to grow at 30°C for 5 days, then a small amount diluted 10^5−^fold on YPD to assay for viable cells, and the remainder concentrated to 1 mL, and 100ul plated on 0.04% Canavanine-containing synthetic complete medium to assay for Can^R^ mutants. Mutagenesis rates were calculated using the Drake Formula [65].

### Trinucleotide Repeat Assay

Expansion rates were measured by fluctuation analysis as described previously [45], [66]–[68]. All experiments were conducted in BL035, a *leu2* version of the wild type strain MW3317-21A (*MATα trp1*Δ *ura3*Δ*52 ade2*Δ *ade8*Δ *hom3*Δ*10 his3*Δ *kpn1*Δ *met4*Δ *met13*Δ) [69]. (CAG)_25_ tracts were cloned into a yeast promoter-reporter construct that allows spacing-sensitive expression of the downstream *URA3* reporter. Yeast cells harboring an expansion of four or more repeats do not express *URA3* and are identified by their resistance to 5-fluoroorotic acid. Mutation rates are calculated by the method of the median [70]. Six independent clones were tested to ensure reproducibility. Single colony PCR analysis of expansions were done as previously described and rates were corrected by multiplying the percent *bona fide* expansions by the apparent mutation rates obtained by fluctuation analysis [68]. All statistical analyses were performed using the T-test (two-tailed distribution and two-sample equal variance) in Microsoft Excel and P-values less than 0.05 were considered statistically significant.

## Supporting Information

Figure S1 Sensitivity of strains deleted for non-essential members of Anc1-containing complexes to MMS and 4NQO and UV. Values for increasing sensitivities from 2–30 were calculated as described in Materials and Methods, by Begley et al, 2004 and as displayed at http://genomicphenotyping.mit.edu/newpages/source2.html. A) Mediator complex, B) SWI/SNF complex, C) Ino80 complex, D) RSC complex-although RSC14 is not essential, there is no sensitivity data available, E) NuA3 complex.
(16.78 MB DOC)

Figure S2 Sensitivity of DNA repair pathway members. A. Five-fold serial dilutions on YPD containing 0.01% MMS. Cell concentrations were normalized after overnight growth. B., C., D. Gradient plates on YPD containing the indicated concentrations of MMS. Cell concentrations were normalized after overnight growth.
(23.67 MB DOC)

How the deposited data were processed for this re-analysis (not part of the article)

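Gene expression was measured on 12 Affymetrix YG-S98 arrays in 4 groups of 3, namely wildtype and anc1Δ cells without and with MMS, a methylating agent. The methods describe 3 independent colonies of each strain for the untreated arrays. For the MMS-treated arrays the sources used here give neither the dose and duration of MMS nor whether the cultures were independent, so that p-values for them measure the spread between these samples, which may be technical. The titles of 3 wildtype samples call them treated while their source names call them untreated, and the titles were followed. The descriptions of 3 anc1Δ samples name wildtype, against their titles and source names, and the titles were followed there too.

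The authors normalized the arrays with RMA, and the deposited values are intensity values on a linear scale for 9335 probe sets. The version of RMA and the set of arrays normalized together are not given in the sources used here. The analysis had been planned for values on a log2 scale, so log2 was taken first and the plan then followed. Present and absent calls of Microarray Suite 5.0, which the authors used as a filter, were not used here. The 60 control probe sets were left out. Of the other 9275, 6504 named 1 gene, 328 named several genes and stood for none, and 2443 named no gene. The 6504 were matched to current symbols through their Entrez identifiers. Where several probe sets named 1 gene, as for 315 of 5656 genes, the probe set with the highest mean over all arrays stood for it.

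Across probe sets, log2 values of arrays of the same group correlated with r between 0.9885 and 0.997, and the median intensity of the arrays lay between 104 and 109 without MMS and between 106 and 119.8 with MMS. The number of arrays limits the precision. Groups of 3 were not tested for single deviating arrays.

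Log2 values were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). The strains were compared without MMS on the 6 untreated arrays. The MMS response of each strain, and the difference between these responses as an interaction contrast, were fitted on all 12 arrays with 1 mean for each group. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5, the criteria of the methods. For single genes exact permutation tests, two-sided, stand beside the model. There were 50 gene lists for repair, transcription complexes, stress, metabolism, the cell cycle, mating and other functions. The list of 81 ribosomal protein genes was taken by name from the measured genes. In the other lists 686 of 718 entries were measured, where a gene in several lists counts in each. Lists with at least 3 measured members were tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, with p adjusted over the lists.

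The LPE test that the methods name was written anew from its published description, with 100 bins of intensity, and its parameters were not adjusted to the values of the paper. On simulated data with 200 changed probe sets among 9275, in 5 runs, limma called 31.9% of 1.5-fold and 99.7% of 4-fold changes in the comparison without MMS, with 2.63% of calls false. The LPE test called 34.6% and 100%, with 22.6% of calls false. The simulated spread was that of each probe set over all 4 groups, whereas the LPE test takes it from intensity. A false share also depends on how many probe sets change, and limma called 2064 between the strains on the real arrays. The 22.6% is therefore not the false share of the LPE test on these arrays. For the interaction limma called 27.2% of 1.5-fold, 74.6% of 2-fold and 98.8% of 4-fold differences, with 5.14% of calls false.

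The mapping of samples, the tests, the gene lists, the rule for naming genes and the alternatives were set before the data were examined. Genes are named if the paper names them, if they are among the 12 largest rises or falls between the strains without MMS, the 8 largest under MMS in each strain or the 6 largest differences in MMS response, counting only called genes of which, except for the differences, all 3 arrays of one group lie on one side of the other, or if they are among up to 4 called members of a list with the smallest p. Values of Table 1 had been seen when the rule was written. Genes named outside the rule were chosen after their values were seen. These are the haploid-specific genes GPA1, FUS3 and STE4, the alpha-factor genes MF(ALPHA)1 and MF(ALPHA)2, the TFIIF gene TFG2, TBF1 and SPO19 beside ANC1, and MAG1 and DDR48 for the difference in MMS response.

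The alternatives were leaving out each array in turn, the replicate number as a block, all 12 arrays or only those compared, centring each array on its median or quantile normalization again, leaving out the 25% of probe sets with the lowest signal, a prior variance that follows intensity, the LPE test, no fold limit or a limit of 2, and the mean of a gene's probe sets. Replicate numbers were tested as pairs by correlating the deviations of arrays with equal numbers. Between the strains without MMS the correlations were -0.0888, -0.465 and -0.0811. Between the treated and untreated arrays they were 0.0768, -0.125 and 0.249 in wildtype, and 0.373, 0.24 and 0.167 in anc1Δ. There every correlation was over 0.1 and each array was closest to the one of its own number, so that the numbers pair the treated with the untreated anc1Δ arrays. The model reported had been set without pairs and was kept, with the block as an alternative. In the MMS fits that block is shared by both strains, so it does not model pairs within anc1Δ alone.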

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

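The tests of a diploid strain, of MATalpha cells, of a fall common to stressed cells, of a weaker exposure to MMS, of a higher level without MMS and of a strain difference in RNA integrity under MMS were chosen only after the results they bear on had been seen, as was the split of the genes induced in wildtype.

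Without MMS, 1322 genes that the paper does not name were called between anc1Δ and wildtype, which makes them a signal outside what the paper discusses. With 3 arrays against 3, the 10 splits are too few for a share under 0.05: 1 of them, the real one, calls 1328 genes, and the highest other calls 0. The largest rises in anc1Δ, as log2 changes, were in GRE1 (5.83), RCK1 (5.60, and 4.87 without wildtype untreated replicate 3), SPS100 (4.33), the catalase gene CTT1 (4.16), ALD3 (4.12), FMP16 (4.12), RTN2 (4.09), TKL2 (3.98), SIP18 (3.93), NQM1 (3.82), the siderophore-binding protein gene FIT2 (3.78) and the aquaporin gene AQY1 (3.66). The largest falls beside ANC1 were in SPL2 (-5.03), FAR1 (-3.86), BAR1 (-3.77), AGA1 (-3.72), STE2 (-3.58), PHO5 (-3.52), MFA1 (-3.08), SST2 (-2.94), PHM6 (-2.91), the phosphate transporter gene PHO84 (-2.77) and IZH4 (-2.76). The probe set of MFA1 is of a kind shared within a gene family. SPS100 and SIP18 in wildtype, and SPL2, FAR1 and PHM6 in anc1Δ, lay among the dimmest 25% of probe sets, so that the size and rank of their changes depend on the background.

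The a-specific and pheromone response genes were lower in untreated anc1Δ, with medians of -2.61 and -0.92, and the paper mentions a defective alpha-factor response of this strain. If the anc1Δ strain were an a/alpha diploid, haploid-specific genes would lie lower, but RME1 was higher by 0.95 and the lower bound of its 95% interval was 0.688, although HO (-2.25), GPA1 (-1.57), FUS3 (-1.26) and STE4 (-1.07) were lower and 4 others were not called. MATalpha cells in the cultures would bring MF(ALPHA)1, 8-fold or more, yet the upper bound of its change was 0.0302, and that of MF(ALPHA)2, at 0.55 the highest of the 4 alpha-specific genes, was 1.06 (adjusted p = 0.0833). A fall shared with MMS stress would show in wildtype under MMS, where the median of the a-specific genes was -0.0651. MMS raised the heat shock list (1.66) there, as in untreated anc1Δ (1.15). But diauxic shift and respiratory chain genes had medians of -0.30 and -1.19, against 0.93 and 0.50 in untreated anc1Δ. Stress of another kind than MMS is therefore not excluded. A lower integrity of the anc1Δ RNA would raise the actin 3' to 5' log2 ratio by 1 or more, and it rose by 0.221. What stays open is a biological effect of losing Anc1 on these genes, a hypothesis found and tested on the same arrays, next to a second difference between the strains, which was not tested. The slow growth and the longer G1 that the paper reports for this strain were not tested either.

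The paper reports no array of MMS-treated cells, and in these arrays MMS changed 2744 genes in wildtype (1569 higher, 1175 lower) and 1793 in anc1Δ (907 higher, 886 lower). With median centring of each array again, the genes changed by MMS in wildtype were 1355 higher and 1408 lower. The labels of the treated wildtype arrays conflict with one another, and their titles were followed. With only the 6 arrays of each comparison the counts are 2726 and 1796. In each strain 1 split of 10 is as large and the others, those that part as many arrays of equal number included, call 0 genes, too few splits for a share under 0.05. In wildtype the largest rises were in AAD4 (4.14), the glutathione transferase gene GTT2 (3.91), the drug transporter gene FLR1 (3.82), SPS100 (3.71), OYE3 (3.68), the sulfiredoxin gene SRX1 (3.61), HSP31 (3.59) and TMT1 (3.54). The largest falls there were in RDN18-1 (-5.65), CYC1 (-4.66), AAH1 (-4.44), ANB1 (-3.50), OLE1 (-3.31), PLB2 (-3.31), PHO3 (-3.28) and the histone gene HTB2 (-3.17). In anc1Δ the largest rises were in OSI1 (5.89), AAD4 (4.89), FLR1 (4.78), AAD6 (4.27), SRX1 (4.06), the sulfite pump gene SSU1 (3.85), GTT2 (3.69) and the flavohemoglobin gene YHB1 (3.68, with 1 of its 4 probe sets at -0.07). The largest falls were in the glucose transporter genes HXT4 (-3.55) and HXT2 (-2.85), GSY1 (-3.14), ISF1 (-3.10), HTB2 (-3.10), MRK1 (-2.91), AAH1 (-2.82) and TDA1 (-2.79). The probe sets of AAD4 and RDN18-1 are shared with near-identical copies. The size and rank of the changes of SPS100 and CYC1 in wildtype, and of AAD6 and AAH1 in anc1Δ, depend on the background in the same way, with AAD6 at 13.4 in untreated anc1Δ.

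The response to MMS differed between the strains in 1347 genes by the interaction test, 542 with a higher and 805 with a lower change in anc1Δ. With median centring the genes whose MMS response differs between strains were 666 higher and 627 lower. Of 100 reshuffles of the residuals over the arrays, 1, the real order, called as many, and the highest other called 604, which argues against chance as the source of this count, although the reshuffles do not keep the possible pairs of the anc1Δ arrays. The largest differences, as anc1Δ minus wildtype log2 responses, were in YDL218W (3.04), RDN18-1 (2.90), HO (2.63), OSI1 (2.46), CYC1 (2.36) and IZH4 (2.36), and on the negative side in the arginine genes ARG1 (-3.60) and ARG3 (-2.95), ARO5 (-3.25), YNR068C (-3.12), PIR3 (-2.86) and TMT1 (-2.86). YDL218W, CYC1, ARO5 and ARG3 lay among the dimmest 25% of probe sets in 1 or more groups. The limit given for the ribosomal RNA gene RDN18-1 holds here too.

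13 of 49 gene lists differed in their MMS response by camera, and with an estimated correlation none did, although 7 had an unadjusted p under 0.05. Both this contrast and the comparison without MMS use the untreated arrays, so that chance alone pushes them in opposite directions. Median differences below 0, anc1Δ minus wildtype, were found in trehalose and glycogen metabolism (-1.65, 14 of 15 genes lower, adjusted p = 1.17e-06, and adjusted p = 0.414 with an estimated correlation), arginine and lysine synthesis (-0.98, 10 of 14 lower, adjusted p = 3.78e-18, and adjusted p = 0.0667 with an estimated correlation) and heat shock (-0.91, 10 of 19 lower and 1 higher, adjusted p = 0.00153, and adjusted p = 0.414 with an estimated correlation). The same holds for other amino acid synthesis (-0.76, 15 of 23 lower and 1 higher, 16 lower when adjusted over the list alone, adjusted p = 5.24e-09, and adjusted p = 0.188 with an estimated correlation), iron uptake (-0.74, 12 of 17 lower and 1 higher, adjusted p = 9.35e-06, and adjusted p = 0.414 with an estimated correlation) and cell wall genes (-0.50, 8 of 19 lower and 1 higher, adjusted p = 0.00491, and adjusted p = 0.435 with an estimated correlation).

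Median differences above 0 were found in ribosomal protein genes (0.60, 42 of 81 higher and 1 lower, adjusted p = 5.79e-22, and adjusted p = 0.188 with an estimated correlation) and ribosome biogenesis (0.72, 28 of 40 higher, 30 when adjusted over the list alone, adjusted p = 6.75e-13, and adjusted p = 0.197 with an estimated correlation). The 81 include RPP1, a gene of RNase P. For the ribosomal protein list the difference was a smaller fall, with median MMS changes of -1.31 in wildtype and -0.61 in anc1Δ. The G2/M genes (0.73, 7 of 12 higher and 1 lower, adjusted p = 0.000161, and adjusted p = 0.408 with an estimated correlation), uracil synthesis (0.47, 4 of 9 higher and 1 lower, adjusted p = 0.00485, and adjusted p = 0.188 with an estimated correlation) and purine synthesis (0.46, 6 of 15 higher, adjusted p = 0.0114, and adjusted p = 0.554 with an estimated correlation) had positive medians as well. For ergosterol synthesis (0.17, 2 of 23 higher and 1 lower, adjusted p = 0.0379, and adjusted p = 0.414 with an estimated correlation) the call was lost without wildtype MMS replicate 1 (adjusted p = 0.0688), wildtype untreated replicates 2 and 3 (0.0557 and 0.0658) and anc1 untreated replicate 2 (0.0556).

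Genes induced by DNA damage responded less to MMS in anc1Δ, with a median difference of -0.64 over 15 genes, of which 9 were lower and none higher by the interaction test (adjusted p = 4.35e-06, and adjusted p = 0.0995 with an estimated correlation), among them RNR3 (-2.27), HUG1 (-1.94) and UBI4 (-1.20), while MAG1 (-0.08) and DDR48 (-0.06) were not called. A higher level in anc1Δ before treatment is argued against for the 9 genes as a set, which lay only 0.151 higher without MMS, in the median, against a missing response of 1.05, but it stays open for UBI4 and RAD2, which lay higher by 1.13 and 0.68, at least 0.945 of their missing response. A weaker exposure of the anc1Δ cultures to MMS, whose dose is not known here, would lower the response of other induced lists: the proteasome median was -0.241 (28 of 33 genes below 0, and -0.157 with 24 below 0 when the arrays are centred again), but the oxidative stress median was -0.0526 with 10 of 18 genes below 0 and turned to 0.0312 with the arrays centred again, a condition added after both medians had been seen below 0, where a weaker exposure would put them, so that this explanation stays open. Of 1569 genes induced in wildtype, 590 responded less and 14 more in anc1Δ, a comparison that favours smaller responses by its choice of genes. Across all genes, the anc1Δ changes had a slope of 0.669 on the wildtype changes, along their first principal axis. Smaller responses in anc1Δ were therefore not confined to the DNA damage genes, and whether these lay beyond that slope was not tested. A difference between the strains in RNA integrity under MMS, at 1 or more in the actin 3' to 5' log2 ratio, is argued against by 2 controls. The rise of that ratio differed by -0.158 (SE 0.114) and that of SPT15 by 0.112 (SE 0.216). SRB4 differed by -0.726 (SE 0.21), and was set aside for its dim 5' probe set only after its value had been seen. A smaller difference in RNA integrity is therefore not excluded, and a biological effect of losing Anc1 on the response stays open. The paper reports that anc1Δ cells grow slowly and arrest later than wildtype under MMS. The share of either in the smaller response was not tested.

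Arrays of MMS-treated cells had a higher actin 3' to 5' ratio than untreated ones, 3.58 against 1.54 in wildtype and 3.74 against 1.80 in anc1Δ (geometric means, n = 3). If shortened copies of RNA were the whole source of the MMS changes, longer genes would fall more, but the wildtype change rose with coding length (Spearman rho 0.238 across 5656 genes, which are not independent replicates), a weak measure because probe sets lie toward the 3' end. Whether the actin gene alone changed cannot be told apart from a general loss of 5' signal, since the SPT15 log2 ratio rose by only 0.288 and 0.400, at a pooled SD of 0.187, and that of SRB4 by 1.75 and 1.02, but with a 5' probe set near the floor (percentile 23.4, 35.0 to 20.5 in wildtype) and a 3' probe set that rose from 188 to 372. No biological explanation was tested.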

How the results depend on the processing

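None of these alternatives was chosen after the data were seen.

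Leaving out 1 array at a time, the genes called between the strains without MMS numbered 1270 to 1512, under MMS 2687 to 2800 in wildtype and 1761 to 1797 in anc1Δ, and in MMS response 1190 to 1488. ANC1 stayed between -5.18 and -4.58, and the called PRR genes between 0 and 0 without MMS, 3 and 5 under MMS in wildtype, and 3 and 3 in anc1Δ. With the replicate block, the genes changed in anc1, untreated, numbered 1331, the genes changed by MMS in wildtype 2745, the genes changed by MMS in anc1 1795, and the genes whose MMS response differs between strains 1346, and no call given in the text changed, although the adjusted p of MMS2, RAD30 and RAD26 without MMS rose past 0.05. In the MMS fits the block is shared by both strains, so its counts do not test pairs within anc1Δ alone. With the LPE test, the first 3 of the 4 comparisons numbered 1331 (1194 of them also called by limma), 2772 and 1792. It was not run for the interaction. All of these lie within 1.5 times the count reported.

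The fold limit moved the counts by construction. With no fold limit they were 2533 without MMS, 4151 under MMS in wildtype and 3332 in anc1Δ, with 2 PRR genes called without MMS and 7 under MMS in wildtype. With a fold limit of 2 they were 475, 1487 and 661, and 440 for the difference in response, with 1 PRR gene under MMS in wildtype and 0 in anc1Δ. The correlation of the MMS responses across genes moved between 0.763 and 0.812 without single arrays, and the cause was not tested.

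Centring each array on its median again moved the median of all probe sets under MMS in wildtype from -0.08 to -0.19. The higher share of called genes went from 57.2% to 49.0% there, and from 40.2% to 51.5% for the difference in response. Of alternatives other than leaving out an array, lists without MMS kept their call in 117 of 119, named genes in 1094 of 1144. Without single arrays these were 94 of 102 and 655 of 690. Under MMS the lists kept it in 132 of 133 in wildtype and 165 of 168 in anc1Δ, and for the difference in 78 of 78, with named genes at 867 of 870, 1048 of 1070 and 470 of 479. Without single arrays, these were 113 of 114, 143 of 144 and 152 of 156 for lists, and 522 of 522, 637 of 642 and 714 of 720 for genes.

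Signs turned only in genes that were not called, and the cause was not tested. With median centring, RAD18 was at 0.0383, UBC13 at 0.0147 and HIS3 at 0.0266. With quantile normalization, RAD18 was at 0.0088. With the LPE test, RAD18 was at 0.113, YAF9 at -0.0335, MEC1 at -0.0924, RAD9 at 0.0351, RAD17 at 0.0289, CDC40 at -0.24, HIS3 at 0.0572 and MET17 at 0.15. With the mean of probe sets, MEC1 was at -0.0880 and HIS3 at 0.0343. Without single untreated arrays the lowest and highest values were -0.0532 and 0.0774 for RAD18, -0.118 and 0.0700 for UBC13, -0.0644 and 0.168 for REV1, -0.0683 and 0.151 for YAF9, -0.142 and 0.108 for MEC1, and -0.203 and 0.0857 for RAD9. They were -0.18 and 0.0111 for RAD17 (0.996 and 1.08 for its change under MMS in anc1Δ), -0.0147 and 0.152 for RAD24, -0.221 and 0.000123 for MMS4, -0.254 and 0.191 for CDC40, -0.0556 and 0.379 for URA3, -0.0788 and 0.0813 for HIS3, -0.311 and 0.0510 for LEU2, -0.178 and 0.0789 for MET17, and -0.000437 and 0.116 for LYS2.

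Array signal near the floor limits dim genes, and leaving out the 25% of probe sets with the lowest signal leaves 6956.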

Differences from the paper's values

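No alternative named here was added after the values had been set beside those of the paper.

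A value is counted as different where it is off by a factor of over 1.5 and also after rounding to 2 decimals. By this the folds of all 9 genes in Table 1 lie close to those found here, while 4 adjusted p-values differ, and those of RAD6, RAD18, UBC13 and REV1 are off by smaller factors. For RAD5 the paper's value is 0.39 and that from limma is 0.171. For MMS2 the paper gives 0.18 and limma 0.0141, for SRS2 the paper gives 0.16 and limma 0.0124, and for REV3 the paper gives 0.37 and limma 0.0999. Of the alternatives set before the data were examined, the LPE test, which the paper's methods name, gives values within those of the paper for all 4 (0.389, 0.178, 0.159 and 0.367). For MMS2 and SRS2 no other alternative does. For RAD5 the fits without wildtype untreated replicates 1 and 3 and without anc1 untreated replicate 3 also do, and for REV3 those without wildtype untreated replicate 2 and anc1 untreated replicate 1. All other alternatives leave the difference, with 12 of 16 settings for RAD5, 15 for MMS2, 15 for SRS2 and 13 for REV3.

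Table 1 heads its folds as wildtype over anc1Δ and gives none below 1. Here MMS2, REV1 and REV3 lie higher in anc1Δ, so that wildtype over anc1Δ is 0.749, 0.951 and 0.788, and the folds in the table match the larger over the smaller mean. ANC1, RAD6, RAD18, RAD5, UBC13 and SRS2 lie higher in wildtype, as the heading has it.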

Other observations

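The counts of genes shared between the strains, the levels of the marker genes and the neighbours of ANC1 were chosen only after the results had been seen.

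Under MMS most proteasome genes and most genes induced by DNA damage were higher in both strains, and most ribosomal protein genes were lower. In wildtype all 33 proteasome genes were higher (median log2 change 1.44, camera adjusted p = 1.75e-15, and adjusted p = 0.0949 with an estimated correlation), such as RPT3 (2.22) and RPT2 (2.08), and 32 of 33 were higher in anc1Δ (median 1.21, adjusted p = 1.73e-22, and adjusted p = 0.0455 with an estimated correlation). Of 15 genes induced by DNA damage, 14 were higher in wildtype (median 2.08, adjusted p = 1.48e-14, and adjusted p = 0.0836 with an estimated correlation) and 12 in anc1Δ (median 0.83, adjusted p = 1.07e-11, and adjusted p = 0.0425 with an estimated correlation), with 1 lower in each. Of 16 genes of homologous recombination, 10 were higher in wildtype (median 0.86, adjusted p = 0.00161, and adjusted p = 0.102 with an estimated correlation), among them RAD54 (2.52) and the replication protein A gene RFA1 (2.24), and 9 in anc1Δ (median 0.66, adjusted p = 8.06e-06, and adjusted p = 0.0455 with an estimated correlation). Of 81 genes listed as ribosomal protein genes, which include RPP1 of RNase P, 77 were lower and 1 was higher in wildtype (median -1.31, adjusted p = 5.16e-28, and adjusted p = 0.102 with an estimated correlation), and 47 were lower in anc1Δ (median -0.61, adjusted p = 3.33e-13, and adjusted p = 0.188 with an estimated correlation). All 4 measured histone genes were lower in both strains, in wildtype with a median of -1.39 (adjusted p = 2.50e-05, and adjusted p = 0.184 with an estimated correlation) and in anc1Δ of -1.44 (adjusted p = 4.44e-09, and adjusted p = 0.147 with an estimated correlation). The counts in these groups were the same when adjusted over the list alone. The rise in the 3' to 5' ratio of the control probe sets moves with all of these groups.

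Of the PRR genes of Table 1, RAD5 (1.15), RAD18 (0.85) and UBC13 (0.65) were higher and SRS2 (-0.61) was lower under MMS in wildtype. In anc1Δ UBC13 (0.87), RAD5 (0.76) and RAD18 (0.68) were higher. The response of SRS2 differed between the strains by 0.52 (adjusted p = 0.0207 from limma), short of 1.5-fold, although the other 5 probe sets of SRS2 gave 0.37 to 0.79 and 3 of them passed that fold. SRS2 was the only 1 of the 8 to pass on adjusted p, and REV3, at -0.53, passed neither criterion. Of 14 TFIID genes, 8 were higher under MMS in wildtype (median 0.68, adjusted p = 0.0171, and adjusted p = 0.0949 with an estimated correlation) and 6 in anc1Δ (median 0.43, adjusted p = 0.00161, and adjusted p = 0.0455 with an estimated correlation).

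Across 5656 genes the MMS responses of the strains correlated with a Pearson r of 0.787 and a Spearman rho of 0.787, where genes are not independent replicates. In both strains 822 genes were higher, against 251.6 for independent lists, and 635 were lower, against 184.1. 21 genes were higher in wildtype and lower in anc1Δ, and 1 the other way.

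For the arrays the methods name a strain with ANC1 replaced by a G418 resistance gene. Table 2 lists such replacements in 3 strains of other backgrounds, all MATα, and a URA3 replacement in BY4741, which is MATa. The mating type of the anc1Δ strain on the arrays thus bears on the a-specific genes, while none of the 4 alpha-specific genes was called in untreated anc1Δ. URA3 lay near the floor of the arrays, at no more than 17.2 on any of the 12, with a log2 change of 0.23 between the strains without MMS (adjusted p = 0.473 from limma). MET17 lay at no more than 13.3, LEU2 between 23.2 and 64.5, and HIS3 between 754.8 and 1366 with a change of -0.02 between the strains without MMS. Of the genes next to ANC1, TBF1 was lower in untreated anc1Δ (-0.70, adjusted p = 0.00189) and SPO19 was not called (0.05).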
